A study of Homo sapiens with 16 samples.

How the data were processed

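Hi-C, which joins DNA ends that lie near each other in the nucleus and counts the joined pairs, was performed in nuclei of K562 cells, an established human leukaemia line. Per the labels' protocols, cells were fixed with formaldehyde, chromatin was digested with the restriction enzyme HindIII, ends were filled with biotin-marked nucleotides and ligated in the nuclei, and biotin-marked fragments were sequenced from both ends. Digestion lasted 0.25, 1, 3 or 12 h. Each time had 2 replicates, and each replicate was sequenced in 2 runs, per the titles in the labels. The labels name a HiSeq instrument for the first run and a NovaSeq instrument for the second. The 16 files were therefore treated as 8 libraries, with the contacts of both runs of a library added together.

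Each deposited file listed pairs of genomic bins with a balanced contact signal, in which every bin is scaled by a factor so that all bins have the same total. The deposited signal summed to the same value in every bin to within 0.00970% in the file with the widest spread, and this balancing was done separately for each file. The labels state no aligner, genome build, read filter or balancing tool, so these steps of the authors are not known. The highest bin number was 61928 in the first run and 154795 in the second. These are the numbers of 50 kb and 20 kb bins over chromosomes 1 to 22, X, Y and M of build hg19, and bin numbers were converted to hg19 coordinates on that basis. Between 89.0% and 89.8% of bins were present in a file, and the filter that removed the others is not stated.

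Balanced signals were turned back into whole contacts, because balancing removes differences in coverage between bins. Each signal is a whole number of contacts multiplied by a factor for each of its bins. In every file 77.1% to 78.3% of the listed pairs held 1 contact, which fixed the factors. All listed values of all 16 files then came within 0.01 of a whole number, and the recovered totals equalled the deposited signal totals after rounding to whole contacts. On simulated balanced matrices, 100% of 782314 pairs were recovered. The contact totals per library ranged from 71696245 to 196649572. Contacts amplified by PCR without molecular identifiers are not independent molecules, so every confidence interval covers counting error only.

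Recovered contacts were added up in 100 kb bins, the smallest size into which the bins of both runs fit, over chromosomes 1 to 22 and X. A bin was used when at least 50% of it was present in all files, which left 27745 of 30376 bins. Contacts inside a 100 kb bin, called the diagonal here, were left out unless stated. The cis share was the share of all contacts, diagonal included, that joined bins of the same chromosome. The short-range share was the share of cis contacts off the diagonal that spanned under 1 Mb. The decay slope was the slope of log10 contact frequency per possible bin pair on log10 distance from 0.5 to 10 Mb, over 15 distance classes of the autosomes.

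Classes of bins came from the first eigenvector of the correlation matrix of observed over expected cis contacts at 500 kb. It was computed on all libraries added together, so that no single digestion time alone defined the classes. Depth was not made equal for this sum, so the 12 h libraries, which held the most contacts, weighed most. A 500 kb bin was used when at least 60% of it was valid, which left 5592 bins. Because the sign of an eigenvector is arbitrary, signs were first matched between chromosomes by the contacts between them. The overall sign was then set on the other chromosomes together. Class 1 was the class with more contacts to the gene-rich chromosomes 19, 17 and 22 than to the gene-poor chromosomes 13, 18 and 4. Gene numbers per chromosome came from 19974 protein-coding genes of the RefSeq annotation of a later human assembly. That annotation was used for this purpose only, since its coordinates belong to another build, and no gene is named for any interval. After the matching, which favours agreement, 253 of 253 pairs of chromosomes gave the same sign, with a lowest correlation of 0.0159. Compartment strength was the mean observed over expected within the upper 20% and within the lower 20% of the eigenvector, divided by that between them. For the thinned alternative each library was reduced to 28454285 cis contacts between different 500 kb bins, the smallest number in a library.

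Insulation scores were computed on cis matrices at 100 kb, balanced again over each chromosome with up to 60 iterations. The score was the log2 of the mean contact frequency in a square of 500 kb to each side across a bin, over the chromosome mean. A low score means that few contacts cross the bin. Boundaries were local minima with a prominence of at least 0.2. Since depth changes such calls, each library was thinned to 25636260 cis contacts within 2 Mb, the number in 0.25 h replicate 2. The boundary set for tests across times came from all libraries added together, a sum in which deeper libraries weighed more. Boundary coverage was the mean over boundaries of the log2 ratio of contacts of the boundary bin to the mean of bins 200 to 500 kb to both sides. On simulated matrices with 110 boundaries, 100% were found, 113 were called, and 1 was called where no domains were present. The 2 simulated classes were recovered for 99.7% of bins.

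Contacts per 100 kb bin were tested with limma 3.58.1 in R 4.3.3, on log2 CPM, contacts scaled to a common library size, with 0.5 contacts added and library sizes scaled by trimmed means of M values, with lmFit and eBayes with a mean-variance trend. All 8 libraries entered 1 fit with digestion time as a factor of 4 levels. The trend test used log2 hours in place of the factor. Adjusted p-values are Benjamini-Hochberg values with a threshold of 0.05. Insulation scores at boundaries were tested with limma in the same way. A test designed for counts had been planned before the data were examined, but the deposited unit is a balanced signal, and limma on the log scale was used on the contacts recovered from it. A count model of these contacts was not run. In contacts drawn for the 27745 bins of the comparison of 0.25 h with 12 h, with 200 bins changed, limma found 64% of changes of 0.15 and 100% of changes of 0.30 on the log2 scale, with 4 false calls.

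Scalar measures were compared across times by Spearman's rho and Pearson's r against log2 hours, each with an exact two-sided permutation test over the 2520 arrangements of times over the 8 libraries. The call rested on rho and its p at a threshold of 0.05. The smallest p this design allows is 0.000794. With 2 libraries against 2, no exact test can reach 0.05, so single pairs of times were not tested for scalar measures. Benjamini-Hochberg values were taken over the 7 scalar trends. To show whether a trend rests on the extreme times, r was computed again without both libraries of 0.25 h and without both of 12 h. With 6 libraries the smallest p is 0.0222. Correlations over the 23 chromosomes used 100000 random permutations.

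The named bins were fixed by a rule before the data were examined. They are the 5 bins with the largest rise and the 5 with the largest fall at 0.25 h against 12 h among those past the threshold whose libraries did not overlap between these times, with at most 1 bin per 1 Mb. For boundaries the rule took up to 3 in each direction.

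Replicate numbers come from the labels and are shared between times. Whether they pair the libraries was checked by correlating, across bins, the deviations of replicate 1 from the mean of its time between times. For coverage all 6 correlations lay between 0.237 and 0.476, so the numbers pair the libraries for coverage, on the evidence of the data alone. For insulation at boundaries they lay between -0.030 and 0.045, and the numbers share only a name. Replicate 1 had more contacts than replicate 2 at every time. For scalar measures the replicate block permutes times within replicate numbers, with 576 arrangements and a smallest p of 0.00347.

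Replicates of a time were treated as separate libraries, as the labels name them. Chi-square values per bin were 1.91 to 4.33 between replicates and 1.35 to 2.28 between the runs of a library, ranges that overlap and do not settle it. In 8 of 8 libraries the first run resembled the second run of the same library more than that of any other library, its replicate included.

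Alternatives fixed before the data were examined changed the sequencing run, the contacts counted, the bin size, the scaling, the filter, the replicate block, distances, windows, balancing, thinning and prominence, and left out each replicate in turn. Several were added afterwards. The insulation analysis was planned at 50 kb bins but run at 100 kb, since the 20 kb bins of the second run do not add up to 50 kb. Base composition, HindIII site positions and gene positions of hg19 were not used here. Computations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9, with data.table in version 1.17.8 in R.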

Results

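Chromatin contacts were measured by Hi-C in nuclei of K562 leukaemia cells after 4 lengths of digestion with HindIII, 0.25, 1, 3 and 12 h, with 2 replicate libraries per time. The series states that digestion was varied to capture the boundaries between chromatin domains that are most accessible at the shortest times. The comparisons therefore ask how contacts, bin coverage and boundary insulation differed between digestion times. All libraries were sequenced in 2 runs, which were added together, and values within each run are given beside the pooled ones.

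The libraries held 126175113 and 71696245 contacts at 0.25 h for replicates 1 and 2. They held 134133654 and 92139516 at 1 h, 160355301 and 123979209 at 3 h, and 196649572 and 171841607 at 12 h. Within each replicate number depth rose with digestion time, so depth and time were not independent (Spearman's rho 0.781, exact permutation p = 0.0349, n = 8). Boundary calls were therefore made on libraries thinned to the same number of cis contacts within 2 Mb. Compartment strength was also computed on libraries thinned to the same number of cis contacts between different 500 kb bins. The median 100 kb bin of hg19 held 6022 contacts in a library.

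The cis share, contacts within a chromosome as a percentage of all contacts, fell with digestion time. It was 90.3% ± 0.112 at 0.25 h, 89.7% ± 0.154 at 1 h, 89.5% ± 0.293 at 3 h and 88.1% ± 0.143 at 12 h (mean ± SD, n = 2 each). Spearman's rho with log2 hours was -0.927 (exact two-sided permutation p = 0.00317, Benjamini-Hochberg value over 7 trends 0.00556, n = 8). Pearson's r was -0.933 (exact permutation p = 0.00159), and it was -0.920 without the 0.25 h libraries and -0.892 without the 12 h libraries. In each sequencing run alone rho was -0.927. Leaving out contacts inside a 100 kb bin moved this result most, to a rho of -0.683 (exact permutation p = 0.0825). With those contacts left out, the trend was no longer past 0.05, but it was when times were permuted within replicate numbers, a replicate block (exact permutation p = 0.0347, 576 arrangements).

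Contacts inside a 100 kb bin made up a falling part of cis contacts, from 39.4% ± 2.19 at 0.25 h to 36.7% ± 0.00467 at 1 h, 35.7% ± 0.45 at 3 h and 28.7% ± 0.400 at 12 h (n = 2 each). In the second run, which has 20 kb bins, contacts inside a 20 kb bin fell from 22.3% ± 2.72 of all contacts at 0.25 h to 11.6% ± 0.131 at 12 h. Both falls had a rho of -0.976 (exact permutation p = 0.000794, the smallest these permutations can give, n = 8). These shares were chosen after the data were examined and lie outside the 7 planned trends.

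Among cis contacts off the diagonal, the share spanning under 1 Mb rose from 55.1% ± 0.504 at 0.25 h to 55.9% ± 0.382 at 1 h, 56.3% ± 0.610 at 3 h and 56.8% ± 0.547 at 12 h (n = 2 each). The trend had a rho of 0.878 (exact permutation p = 0.0103, Benjamini-Hochberg value 0.0144, n = 8) in the pooled data and in each run. The corresponding Pearson's r was 0.848 (exact permutation p = 0.00952), and it was 0.693 without the 0.25 h libraries and 0.798 without the 12 h libraries. The step between neighbouring times was about as large as the replicate spread. The trend depended on the distance chosen, since under 200 kb none was found (rho -0.146, exact permutation p = 0.761). The share under 200 kb rose from 0.25 to 3 h in both replicates and was lower at 12 h than at 3 h.

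Contact frequency fell more steeply with distance after longer digestion. The slope on log-log axes from 0.5 to 10 Mb was -1.24 ± 0.00650 at 0.25 h, -1.26 ± 0.00264 at 1 h, -1.27 ± 0.00732 at 3 h and -1.32 ± 0.00875 at 12 h (n = 2 each). Spearman's rho was -0.976 in the pooled data and in each run (exact permutation p = 0.000794, the smallest possible, Benjamini-Hochberg value 0.00278, n = 8). Pearson's r was -0.955 (exact permutation p = 0.000794), -0.941 without 0.25 h and -0.946 without 12 h. From 1 to 30 Mb the slope showed no such trend, with a rho of 0.293 (exact permutation p = 0.513).

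**Figure D1:**
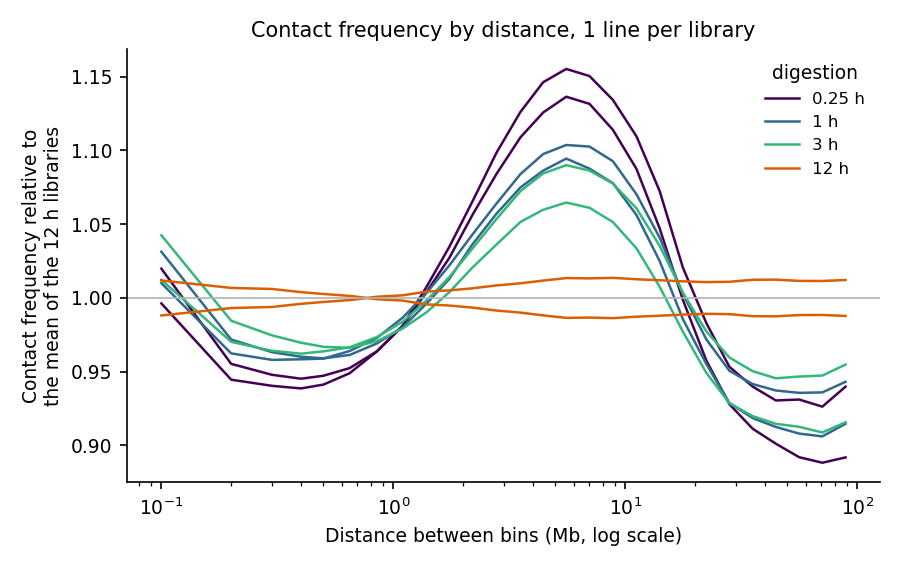
Contact frequency of each library divided by the mean of the 12 h libraries (y axis, ratio) against the distance between bins in Mb (x axis, log scale), with 1 line for each of the 8 libraries, coloured by digestion time. The decay slope from 0.5 to 10 Mb ran from -1.24 at 0.25 h to -1.32 at 12 h.

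The 500 kb bins fell into 2 classes by their pattern of cis contacts, 2969 in class 1 and 2623 in class 2. Class 1 was the class with more contacts to gene-rich chromosomes (r = 0.635 across bins, which are not independent replicates). Class 1 bins took 46.7% ± 0.753 of contacts between different 500 kb bins at 0.25 h, 46.7% ± 0.321 at 1 h, 47.2% ± 0.544 at 3 h and 47.9% ± 0.383 at 12 h (n = 2 each). This rise was not past the threshold, with a rho of 0.732 (exact permutation p = 0.0548, Benjamini-Hochberg value 0.0639, n = 8). A Pearson's r of 0.755 (exact permutation p = 0.0341) was found, and it was weaker, 0.454, without the 12 h libraries. That r counts the difference between replicates as noise, and replicate 2 was higher at all 4 times. From 0.25 to 1 and 3 h, replicate 1 rose from 46.1% to 46.5% and 46.8%. Replicate 2 went from 47.2% to 46.9% and 47.6%. Without the 0.25 h libraries r was 0.859. The rho was 0.781 in the first run (exact permutation p = 0.0349) and 0.732 in the second (exact permutation p = 0.0548). With the replicate block the p became 0.0174 (exact permutation, 576 arrangements), which lies on the other side of the threshold.

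Compartment strength, the preference of bins for their own class, rose from 3.43 ± 0.0303 at 0.25 h to 3.60 ± 0.0219 at 1 h, 3.67 ± 0.0315 at 3 h and 4.24 ± 0.0305 at 12 h (n = 2 each). The rho was 0.976 (exact permutation p = 0.000794, the smallest possible, Benjamini-Hochberg value 0.00278, n = 8). Pearson's r was 0.929 (exact permutation p = 0.000794), with 0.939 without 0.25 h and 0.972 without 12 h. The first run moved this result most, to a rho of 0.927 (exact permutation p = 0.00317), and rho was 0.976 in the second run. The same rho of 0.976 was found in libraries thinned to the same number of cis contacts between different 500 kb bins, scored with the same classes from the sum at unequal depth. Observed over expected contacts between the classes fell from 0.464 ± 0.00366 to 0.392 ± 0.00108, a rho of -0.976 (exact permutation p = 0.000794, n = 8). Within class 1 the ratio rose from 1.81 ± 0.0143 to 1.92 ± 0.00365 (rho 0.976, exact permutation p = 0.000794, n = 8). Within class 2 it went from 1.37 ± 0.0174 to 1.41 ± 0.0185, a rise that was not past the threshold with times permuted over all libraries (rho 0.732, exact permutation p = 0.0548, n = 8). With the replicate block it was, since the ratio rose at every step within both replicate numbers (exact permutation p = 0.00347, the smallest this block allows).

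**Figure D2:**
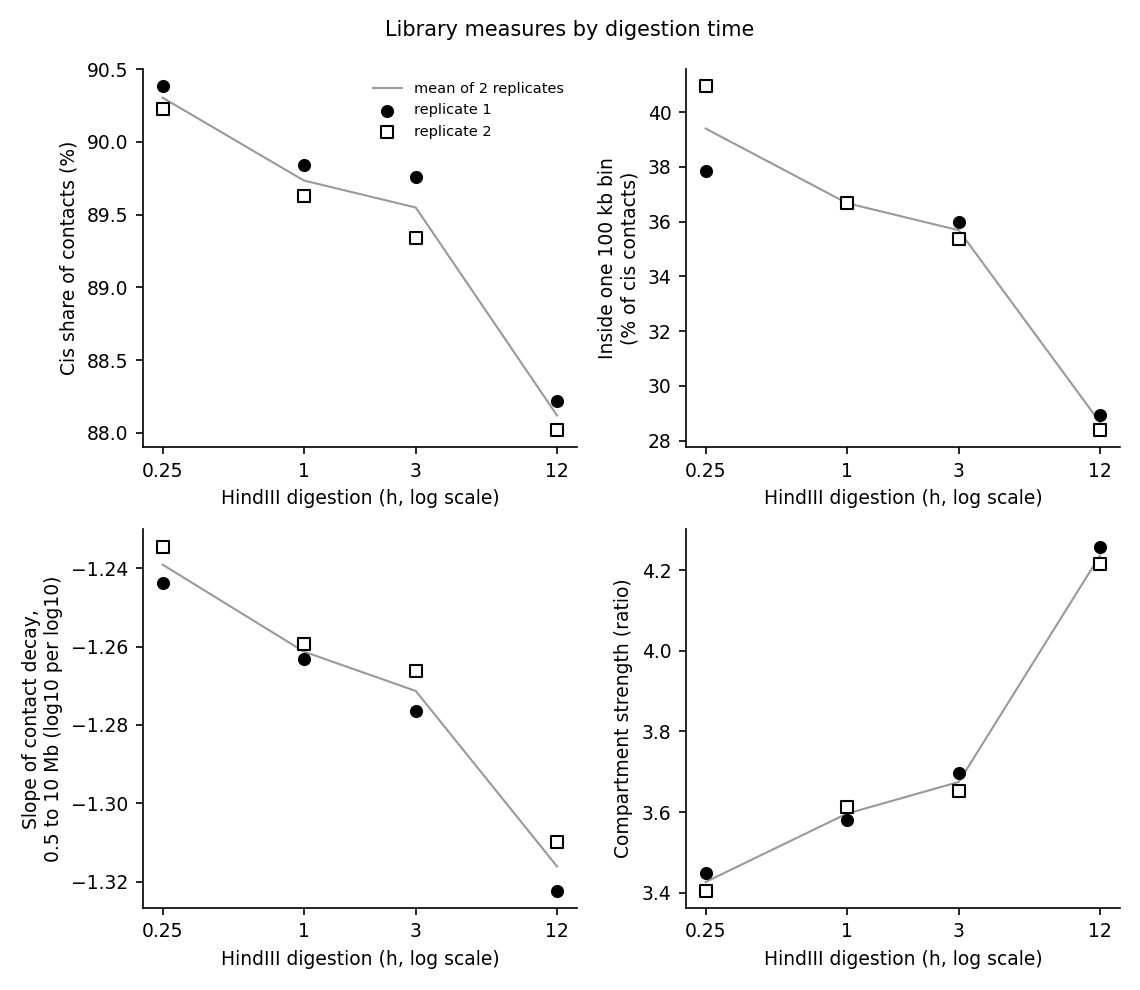
The cis share (%), the share of cis contacts inside one 100 kb bin (%), the decay slope and compartment strength (y axes, not starting at 0) against digestion time in hours (x axes, log scale), with filled circles for replicate 1, open squares for replicate 2 and a line through the means. Compartment strength was highest at 12 h, at 4.24, and the cis share was lowest there, at 88.1%.

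Contacts per 100 kb bin differed between 0.25 h and 12 h in 18508 of 27745 bins (limma, Benjamini-Hochberg threshold 0.05), 9430 higher and 9078 lower at 0.25 h. Against 12 h, 16752 bins differed at 1 h, 8611 of them higher, and 14078 at 3 h, 6872 of them higher. A trend over log2 hours was called in 17112 bins, 8377 rising and 8735 falling. The libraries of 0.25 h and 12 h did not overlap in 81.9% of bins, where 33.3% is given by chance for 2 against 2. Within the runs, 10736 bins were called between 0.25 h and 12 h in the first and 18483 in the second. Counting contacts between chromosomes only moved the result most, to 8451 bins. The split then leaned the other way, with 3677 higher and 4774 lower at 0.25 h, and a trend of 4448 rising and 3270 falling. Scaling alone also turned it, with 9126 higher and 9313 lower under median-of-ratios size factors. It turned in the first run (5363 higher, 5373 lower) and with only these 2 times fitted (8542 higher, 8725 lower). The lean was kept in the second run, with cis contacts only, with the diagonal included, at 500 kb bins and with the replicate block.

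The difference lay mostly between 3 and 12 h. In comparisons of neighbouring times, chosen after the counts above were seen, limma called 0 bins between 0.25 and 1 h, with 2545 at an unadjusted p under 0.05. It called 0 bins between 1 and 3 h as well, with 1853 unadjusted, and 14078 between 3 and 12 h. Since replicate numbers pair the libraries for coverage, the steps were also fitted with the replicate block. It gave 1 bin between 0.25 and 1 h (4527 unadjusted), 0 between 1 and 3 h (4128 unadjusted) and 16776 between 3 and 12 h. The 1 bin, named after its values were seen, lay on chromosome 19 from 11700001 to 11800000 (log2 fold change -0.27 at 0.25 h against 1 h, limma adjusted p = 0.0375). The SD of the log2 fold changes over bins was 0.042, 0.041 and 0.13 for these steps. Between replicates 2 and 1 over all times it was 0.035, and 1897 bins were called. Pearson's r of log2 CPM across bins was 0.998 on average between replicates, 0.998 between different times from 0.25 to 3 h, and 0.987 between those times and 12 h. Such correlations are across bins, which are not independent replicates.

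Bin coverage changed by chromosome. The median log2 fold change at 0.25 h against 12 h was -0.38 on chromosome 19, where 88.9% of 505 bins were lower at 0.25 h. It was -0.32 on chromosome 22, -0.22 on chromosome 16, -0.20 on chromosome 17 and -0.17 on chromosome 20. It was highest on chromosome 4, at 0.12, where 68.2% of 1871 bins were higher at 0.25 h. Over 23 chromosomes the median log2 fold change fell with the number of protein-coding genes per 100 kb bin (rho -0.815, permutation p = 1e-05, the smallest that 100000 permutations can give; r -0.871). The rho was -0.825 in the first run and -0.805 in the second. This relation was chosen after the medians were seen. In class 1 bins the median log2 fold change was -0.05 (14603 bins, 25.2% higher and 45.4% lower), and in class 2 bins it was 0.05 (13019 bins, 44.0% higher and 18.3% lower).

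**Figure D3:**
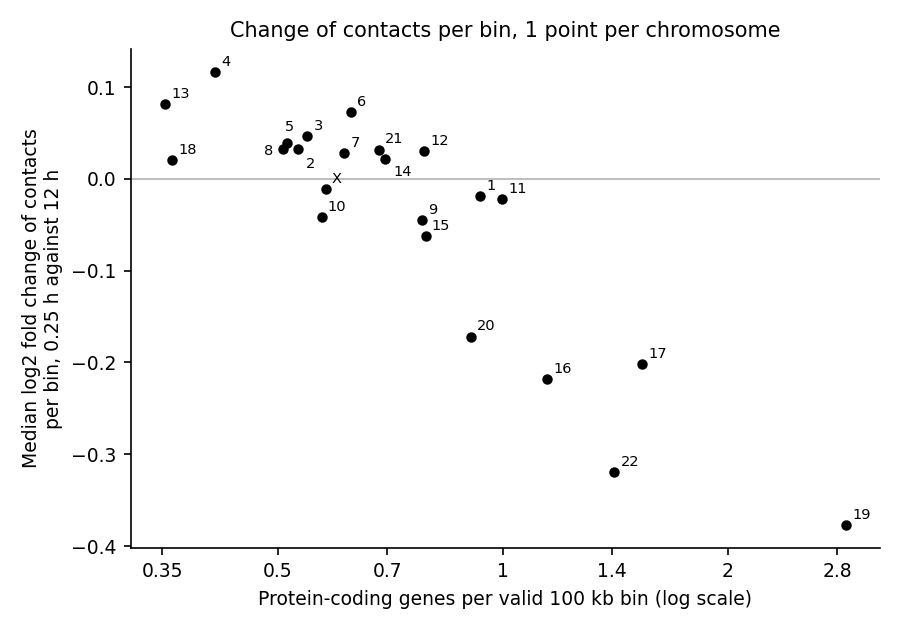
Median log2 fold change in contacts per 100 kb bin at 0.25 h against 12 h for each of 23 chromosomes (y axis) against protein-coding genes per valid 100 kb bin (x axis, log scale), with a labelled point for each chromosome. Chromosome 19 is lowest at -0.38 and chromosome 4 highest at 0.12.

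The fold change also followed the level of contacts. Across bins the rho of the log2 fold change with mean contacts was 0.631. In 20 classes of bins from the fewest to the most contacts, the median log2 fold change ran from -0.38 to 0.15. After removal of this dependence the class medians became -0.02 for class 1 and 0.02 for class 2. Bins with few contacts, among them the lower named bins, therefore carry a part of their change that bins of the same level share.

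The largest rise at 0.25 h among bins chosen by the rule was on chromosome 6 from 26700001 to 26800000 (log2 fold change 0.53, SE 0.054, limma adjusted p = 5.07e-07). Its contacts were 3036 and 1959 at 0.25 h and 4107 and 3617 at 12 h. Next came chromosome 3 from 151900001 to 152000000 at 0.49, chromosome 11 from 51100001 to 51200000 at 0.48, chromosome 19 from 22400001 to 22500000 at 0.47 and chromosome 1 from 144500001 to 144600000 at 0.46. With contacts between chromosomes only, the bins on chromosomes 11 and 19 were no longer past the threshold (log2 fold changes 0.12 and 0.09). The rise of the bin on chromosome 1 lay mostly in contacts between chromosomes, with a log2 fold change of 0.83 in these and 0.19 in cis contacts alone. The largest fall was on chromosome 1 from 2700001 to 2800000 (log2 fold change -0.85, SE 0.064, limma adjusted p = 5.71e-08), with 669 and 332 contacts at 0.25 h against 2034 and 1867 at 12 h. Its log2 fold change was -1.04 in cis contacts alone and -0.33 in contacts between chromosomes. It was followed by chromosome 19 from 13100001 to 13200000 at -0.79, chromosome 17 from 79000001 to 79100000 at -0.79, chromosome 8 from 144300001 to 144400000 at -0.77 and chromosome 16 from 89000001 to 89100000 at -0.76. Which genes lie in these hg19 intervals was not analysed here.

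The number of boundaries per library showed no trend past the threshold. It was 2847.5 ± 23.3 at 0.25 h, 2855.5 ± 12.0 at 1 h, 2859 ± 22.6 at 3 h and 2789 ± 4.24 at 12 h (n = 2 each). The rho was -0.466 (exact permutation p = 0.258, Benjamini-Hochberg value 0.258, n = 8), and -0.586 in each run alone. Pearson's r was -0.631 (exact permutation p = 0.10), -0.833 without 0.25 h and 0.318 without 12 h, so that its sign rested on the 12 h libraries. A window of 1 Mb moved this result most, to a rho of 0.0976 (exact permutation p = 0.861), and with 300 kb rho was -0.878 (exact permutation p = 0.0103).

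Of 2598 boundaries called in both 12 h libraries, 2450 lay within 1 bin of a boundary called in both 0.25 h libraries, 94.3% (95% Wilson interval 93.3 to 95.1). The share was 94.5% for 1 h and 95.2% for 3 h, and the intervals overlapped. They did not overlap between 0.25 h and 3 h with the deposited balanced values of the second run, which were not thinned, where the share was 91.7% (90.6 to 92.7) at 0.25 h, 93.5% at 1 h and 94.5% (93.6 to 95.3) at 3 h. Random circular shifts along the chromosomes gave 28.4% on average and at most 34.2% in 1000 shifts. The share was 82.9% in the first run and 94.3% in the second.

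The boundary set from all libraries held 2796 boundaries with a median insulation score of -0.52. Between 0.25 h and 12 h, limma called 2 of them, both with a higher score and thus weaker insulation at 0.25 h, and 283 had an unadjusted p under 0.05. It called 0 between 1 h and 12 h, with 191 unadjusted, and 0 between 3 h and 12 h, with 188 unadjusted. Neither of the 2 was called in a single run. The number of calls between 0.25 h and 12 h was 0 in the first run and 1 in the second, a boundary on chromosome 17 from 78000001 to 78100000, which is named here after its values were seen (difference 0.37, limma adjusted p = 0.00699). It depended on balancing, since 1169 of 3258 boundaries were called without it, 406 with a higher and 763 with a lower score at 0.25 h. The first called boundary lay on chromosome 6 from 58100001 to 58200000, with a score of -0.61 ± 0.52 at 0.25 h and -1.79 ± 0.25 at 12 h (difference 1.18, SE 0.18, limma adjusted p = 0.0258). It was no longer past the threshold without 0.25 h replicate 2 (limma adjusted p = 0.0652) or without 12 h replicate 1 (limma adjusted p = 0.321), nor in the first run (limma adjusted p = 0.862) or the second (limma adjusted p = 0.101). The second lay on chromosome 20 from 60400001 to 60500000, with -0.54 ± 0.056 and -1.14 ± 0.075 (difference 0.61, SE 0.070, limma adjusted p = 0.00249). It was lost without 0.25 h replicate 2 (limma adjusted p = 0.0508) and without 12 h replicate 1 (limma adjusted p = 0.113), in the runs (limma adjusted p = 0.864 and 0.352) and at each library's own depth (limma adjusted p = 0.0702). Without balancing its difference became -0.13. Pearson's r of insulation scores across bins was 0.983 between replicates and 0.982 between times, a difference smaller than the spread between replicate pairs (SD 0.00253).

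**Figure D4:**
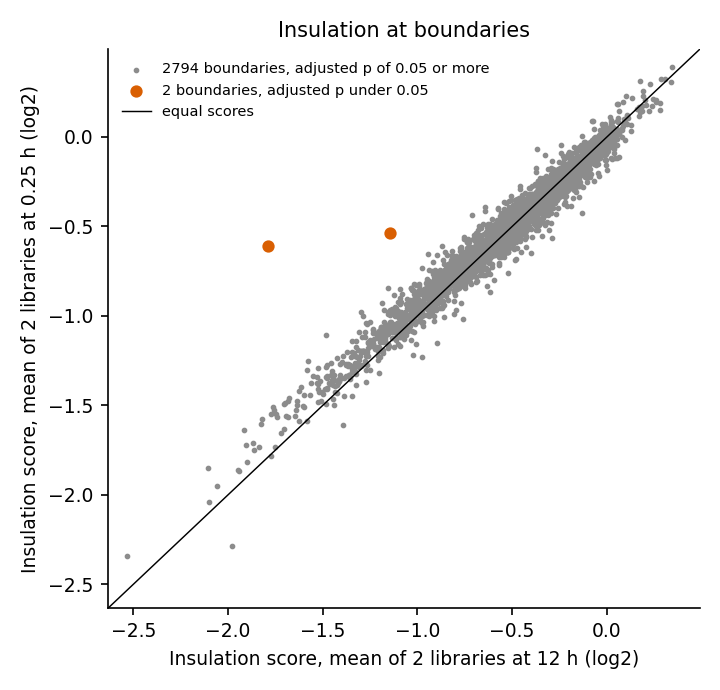
Mean insulation score at 0.25 h (y axis, log2) against that at 12 h (x axis, log2) for each of 2796 boundaries of the pooled libraries, with the line of equal scores and the 2 boundaries past the threshold in orange. Both orange boundaries have higher scores at 0.25 h than at 12 h.

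Boundary bins held fewer contacts than their surroundings at every time, and the deficit shrank with digestion. The mean log2 ratio to the flanking bins was -0.076 ± 0.0021 at 0.25 h, -0.074 ± 0.0010 at 1 h, -0.070 ± 0.0028 at 3 h and -0.056 ± 0.0018 at 12 h (n = 2 each). The rho was 0.927 in the pooled data and in each run (exact permutation p = 0.00317, Benjamini-Hochberg value 0.00556, n = 8). Pearson's r was 0.897 (exact permutation p = 0.00159), 0.960 without 0.25 h and 0.788 without 12 h. The sign of the deficit and of the trend depended on how boundaries were called. For boundaries called on matrices that were not balanced, the log2 ratio was positive in all 8 libraries, from 0.13 in 12 h replicate 1 to 0.15 in 0.25 h replicate 2, and rho was -0.586 (exact permutation p = 0.153). Across all bins the log2 fold change at 0.25 h against 12 h followed mean contacts (rho 0.631). It ran from -0.38 in bins with the fewest contacts to 0.15 in those with the most. Boundary coverage was not corrected for this dependence, so the shrinking deficit may not be particular to boundaries.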

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

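The tests of chromosome M in this part were chosen after its values were seen, and the test of chromosome Y was written before. No comparison of the report used contacts of chromosomes M and Y, and the labels name no control sample without them. Whether K562 cells carry a chromosome Y was not examined here. The only limit at hand was the one that a count of 0 allows, 3 contacts of a library. All 8 libraries passed it for both chromosomes, which shows that contacts were listed and does not tell contacts of these chromosomes from misplaced reads.

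Contacts between the mitochondrial chromosome M and nuclear chromosomes made up 0.105% of all contacts in 12 h replicate 1 (205838 contacts, 95% Wilson interval 0.104 to 0.105). The limit that a count of 0 allows there is 1.53e-06%. This share was the highest of the 8 libraries, and 12 h replicate 2 had the lowest, 0.0129%. The replicates also differed at the other times, with 0.0187% and 0.0557% at 0.25 h, 0.0196% and 0.0157% at 1 h, and 0.0487% and 0.0270% at 3 h for replicates 1 and 2. The order of the replicates was not the same at all times, so the difference belongs to single libraries and follows neither digestion time nor replicate number. Such contacts join DNA of different compartments of the cell, unless their reads were misplaced.

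The tables argue against several technical explanations of the 12 h difference as the whole cause. It was present in both sequencing runs, with ratios between replicates of 8.92 and 8.05. More mitochondrial DNA in the library would raise contacts inside chromosome M by about the same ratio, but these differed by a ratio of 1.57. A nuclear place with sequence shared with chromosome M was not the source, since the ratio was 8.36 without the bin that had most such contacts. Random joining across the whole library would raise contacts between nuclear chromosomes too. Replicate 1 minus replicate 2, their share differed by -0.202 percentage points at 12 h (11.8% against 12.0%), but replicate 1 was lower at the other times as well, by differences of -0.158, -0.217 and -0.414 at 0.25 h, 1 h and 3 h. The 12 h difference lies within that range and so does not decide. Over the 8 libraries, contacts of M with nuclear bins other than the top bin did not follow the share between chromosomes (rho -0.119, exact permutation p = 0.793). A relation not found in 8 libraries does not exclude random joining, which stays open. Also open is a step before ligation that differed between cultures or tubes, such as broken mitochondria releasing DNA. That may raise contacts with the nucleus only. If reads of chromosome M were misplaced over many nuclear bins, such contacts would rise with those inside M. The ratio of 1.57 inside M, against 8.36 without the top bin, argues against such reads as the whole 12 h difference. No test here bears on the step before ligation or on other misplaced reads, and no biological explanation was tested.

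Contacts of chromosome Y made up 0.00943% of contacts in 0.25 h replicate 2 (6761 contacts, 95% Wilson interval 0.00921 to 0.00966), the highest of the 8 libraries, against a limit of 4.18e-06% for a count of 0. The lowest share was 0.00541%, in 12 h replicate 1. Within each replicate number the share fell at every step of digestion time. It went from 0.00673% at 0.25 h to 0.00541% at 12 h in replicate 1, and from 0.00943% to 0.00596% in replicate 2. Replicate 2 was higher at every time, and no trend test was run on these shares. These shares depend on how the runs are mixed, since they were higher in the first run of every library, with 0.0184% in the first and 0.00816% in the second run of 0.25 h replicate 2. The interval does not cover that difference. The same libraries were highest and lowest in each run. Only 19 bins of 20 kb on chromosome Y were present in the second run of all libraries, and 2.49% to 3.38% of the contacts of Y bins lay within Y. A candidate explanation is that reads of another chromosome were placed on Y. Sequence shared with chromosome X was tested as its source. Among contacts of Y bins with other chromosomes, X took 0.757 times its usual share in the median library, where a ratio of 2 or more had been predicted, so the table argues against X as the main source. Placement of reads from repeated sequence elsewhere in the genome stays open, since it needs the reads, and no biological explanation was tested.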

How the results depend on the processing

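The 300 kb window, the deposited balanced values, the 40 kb bins, balancing within 2 Mb, voom weights, the included diagonal for the class 1 share, pairs over 10 Mb apart, boundary coverage without balancing and the second run without contacts inside a 20 kb bin were chosen after seeing the data. The other alternatives were fixed before the data were examined. Over 15 results, 217 alternatives were computed, 96 of which left out 1 replicate. Direction and side of the threshold, or a count within 1.5 times, were kept in 169. The result lost the threshold in 3, gained it in 8, moved in 33 and reversed in 4. In these 4 the sign of rho changed, but no such rho was past the threshold. Of 213 alternatives for named bins and boundaries, 200 kept the call and direction, 12 lost the call and 1 reversed, the boundary on chromosome 20 from 60400001, at -0.13 without balancing. The cause of these differences was not tested unless stated.

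The cis share trend lost the threshold without the diagonal (rho -0.683, exact permutation p = 0.0825) and in the second run without contacts inside a 20 kb bin (rho -0.683, exact permutation p = 0.0825). With times permuted within replicate numbers, the replicate block, it was past the threshold in both (exact permutation p = 0.0347). The short-range trend lost it for contacts under 5 Mb (rho 0.634, exact permutation p = 0.110), though not with the replicate block (exact permutation p = 0.00347), and reversed under 200 kb (rho -0.146, exact permutation p = 0.761). The decay slope reversed from 1 to 30 Mb (rho 0.293, exact permutation p = 0.513). Leaving out a replicate gave a rho of -0.973 to -0.899 for the cis share, 0.826 to 0.918 for the short-range share and -0.973 in all cases for the decay slope. Compartment strength kept its call in every alternative run, with 0.973 in all cases when a replicate was left out.

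The class 1 share gained the threshold in the first run and with the diagonal included (rho 0.781 in both, exact permutation p = 0.0349), and under the replicate block (rho 0.732, exact permutation p = 0.0174). Without a replicate rho ranged from 0.606 to 0.899. It was past the threshold without 0.25 h replicate 2 (0.899), 1 h replicate 2 (0.808) or 3 h replicate 1 (0.826). At the settings of the report the replicate block changed no other planned call. Under the alternatives, for which it was chosen after seeing the data, it also brought the class 1 share past the threshold in the second run, with cis contacts only and at 1 Mb bins (exact permutation p = 0.0174 in all 3). With it 20314, 18846 and 16776 bins differed at 0.25, 1 and 3 h against 12 h and 17806 had a trend. For boundary insulation, where the numbers do not pair the libraries, the replicate block gave 2 calls.

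The boundary count trend gained the threshold with a 300 kb window (rho -0.878) and without balancing (rho -0.781, exact permutation p = 0.0349, and 0.0521 with the replicate block), and reversed with 1 Mb (rho 0.0976). Without a replicate rho ranged from -0.676 to -0.204. Boundary coverage reversed for boundaries called without balancing (rho -0.586) and ranged from 0.899 to 0.973 without a replicate.

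The first run alone called 10736, 8072 and 3998 bins at 0.25, 1 and 3 h against 12 h and 9869 with a trend. Contacts between chromosomes alone called 8451, 5718, 2474 and 7718. Both hold fewer contacts per bin. Without a replicate the counts ranged from 14263 to 18716, 11458 to 18594, 8205 to 16435 and 12467 to 17592. The count at 3 h fell to 9368 without 3 h replicate 1 and to 8205 without 12 h replicate 2. In these fits the lone library of a time is assumed to vary like the other times.

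The number of boundaries with different insulation was 0 in the first run, 1 in the second, 108 with 1 Mb (106 higher, 2 lower at 0.25 h), 1169 without balancing, 8 at each library's own depth, 1 with 300 kb, 0 with the deposited balanced values of the second run, 548 at 40 kb in the second run (175 higher, 373 lower) and 513 with balancing within 2 Mb (237 higher, 276 lower). The 40 kb matrices were also balanced within 2 Mb only, with a window of 480 kb. No difference found at 40 kb can therefore be credited to bin size alone. Without a replicate it ranged from 0 to 5, with 0 without 0.25 h replicate 2 or 12 h replicate 1. The recovery of 12 h boundaries at 0.25 h was 82.7% for the same bin, 95.9% within 2 bins and 92.4% with 1 Mb. It was 91.8% without balancing, 92.9% at a prominence of 0.5 and 82.9% in the first run. With the deposited values it was 91.7% (94.5% at 3 h, with intervals that did not overlap). At 40 kb it went the other way, with 89.0% at 0.25 h and 88.1% at 3 h, and the intervals overlapped. For the same bin and 2 bins the limit itself sets the change. The difference in r of insulation scores within and between times was 0.00714 without balancing and 0.00790 at 40 kb, against 0.000943.

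The planned 250 kb window was not run, since 100 kb bins cannot form it. The planned count-model Wald test was left out, although the recovered contacts are whole numbers, and the planned size factors were run as median-of-ratios factors in limma. The correction for base composition was not run. The planned filter of at least 10 contacts in 2 libraries removed no bin, so its alternative says nothing about stability. Depth limits the boundary results, which rest on 25636260 contacts within 2 Mb per library after thinning.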

Other observations

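The tests of sequencing depth and of random contacts as explanations of compartment strength, the replicate block for the cis share without contacts inside a 20 kb bin and for pairs between chromosomes, the test of the nuclear bin joined to chromosome M, balancing within 2 Mb and the strongest pairs between chromosomes were chosen after the results were seen.

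Gene-dense chromosomes took a smaller share of contacts at 0.25 h than at 12 h. Several technical explanations of the whole pattern were tested by repeating the correlation over 23 chromosomes, which had a rho of -0.815. With contacts inside a 100 kb bin included, rho was -0.817, so leaving them out did not produce it. In the run where it was weaker rho was -0.805, which argues against the sequencing run. The mix of classes on a chromosome was tested within each class, and rho was -0.692 in class 2 and -0.909 in class 1. The number of contacts per bin, which HindIII sites set in part, was tested by taking the median of 20 level classes off each bin, and rho was -0.743 (permutation p = 0.00012). Each of these left a negative relation and so argues against that trend as the whole cause. Base composition and HindIII sites per bin were not used here, and both differ between gene-dense and gene-poor chromosomes. A hypothesis is that gene-dense chromosomes may gain contacts late because digestion of their bins goes on after 3 h, but site density, base composition and chromatin accessibility remain open.

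Compartment strength rose with digestion time. Depth rose too, but thinning all libraries to the same number of cis contacts between different 500 kb bins left a rho of 0.976 with time (exact permutation p = 0.000794, n = 8). Only the libraries that were scored were thinned. The classes still came from the sum at unequal depth, in which the 12 h libraries weighed most. A part of depth that acts through the classes was not tested and stays open. Among pairs over 10 Mb apart rho was 0.976 as well, which argues against contacts at short distance as the cause. If longer digestion had left fewer random contacts, the share of contacts between chromosomes would have fallen. Among contacts between different 500 kb bins, to which strength is limited, it rose instead with a rho of 0.781 (exact permutation p = 0.0349, n = 8). Without contacts inside a 100 kb bin its rise was not past the threshold (rho 0.683, exact permutation p = 0.0825), and among all contacts rho was 0.927 (exact permutation p = 0.00317), a value that the fall of contacts inside a bin raises. None of the 3 showed a fall. These tests leave open a change in which places were digested and ligated, which could raise strength without any change of chromosome folding. All libraries came from fixed cells, per the labels, so a change of folding during digestion is 1 untested explanation among others.

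The fall of the cis share with time went with the fall of contacts between close places. Without contacts inside a 20 kb bin, in the second run, rho was -0.683 (exact permutation p = 0.0825, n = 8) against -0.927 with them. The trend thus lost its side of the threshold, as had been predicted if such contacts were the cause. With the replicate block it stayed past the threshold (exact permutation p = 0.0347), and both 12 h libraries still had the lowest values, 86.4% and 86.7%, against 87.0% to 87.9% in the other 6. Replicate 1 was higher at all 4 times, a difference that the test without the block counts as noise. The block argues against such contacts as the whole cause, and since rho came nearer to 0 without them they may account for a part. Contacts inside a 20 kb bin include ends that were ligated to themselves or never cut, and these were not separated here.

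A single nuclear bin of 20 kb, on chromosome 5 from 134260001 to 134280000 of hg19, took 17635 contacts with chromosome M over all libraries in the second run, where the next bin took 122. Over the 8 libraries its contacts with M followed the contacts inside chromosome M (rho 0.905, exact permutation p = 0.00456, Benjamini-Hochberg value over 3 relations 0.0137). Pearson's r was 0.937, and 0.866 without the 2 libraries farthest from the median. Both shares were lowest in the 12 h libraries, for the bin 0.000775% and 0.000559% of contacts, against 0.00259% and 0.00451% at 0.25 h. A change shared with digestion time may thus give a part of this rho, which the permutation does not allow for. The contacts of the bin with M did not follow those of M with other nuclear bins (rho 0.190, exact permutation p = 0.665). This is consistent with reads of chromosome M placed in a nuclear copy of its sequence, a test that could have come out the other way. The sequence of the bin was not used here.

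The pair of 500 kb bins on different chromosomes with most contacts joined chromosome 9 from 133500001 to 134000000 with chromosome 22 from 23000001 to 23500000, with 86559 contacts over all libraries. The median pair held 6 contacts and the pair at the 99.9th percentile 82. In CPM, taken over contacts between chromosomes alone, this pair had 638 ± 50.4 at 0.25 h, 672 ± 2.06 at 1 h, 704 ± 3.84 at 3 h and 888 ± 10.2 at 12 h (n = 2 each). Its rise had a rho of 0.878 (exact permutation p = 0.0103, Benjamini-Hochberg value over the 5 strongest pairs 0.0516, n = 8) and so was not past the threshold after adjustment. With the replicate block 3 of the 5 pairs had an adjusted value of 0.0405, and they did not go the same way. This pair rose (exact permutation p = 0.0139 with the block), as did the pair of chromosomes 9 and 13 (rho 0.439, exact permutation p = 0.0243 with and 0.30 without the block), from 215 ± 18.5 to 229 ± 5.63 CPM. The pair of chromosomes 16 and 21 fell (rho -0.732, exact permutation p = 0.0174 with and 0.0548 without the block), from 169 ± 62.9 to 62.1 ± 1.69 CPM. Taking 1 pair of bins per pair of chromosomes, the next by contacts added over all libraries joined chromosomes 9 and 13, 13 and 22, 16 and 21, and 12 and 21, with 25843, 17718, 11772 and 10978 contacts. That order was not the same at every time, since at 12 h the pair of 16 and 21 had fewer CPM than that of 12 and 21 in both replicates (60.9 and 63.3 against 87.1 and 84.9). K562 cells are known to carry rearranged chromosomes, and pairs joined by a rearrangement lie on the same molecule. No explanation of these values was tested.

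Insulation at boundaries depended on the range over which a matrix was balanced. With balancing over whole chromosomes limma called 2 boundaries between 0.25 h and 12 h, with balancing within 2 Mb 513, and without balancing 1169. The SD of the differences over boundaries was 0.079, 0.13 and 0.19 in these settings, while the residual SD between replicates was 0.050, 0.052 and 0.057. The larger counts thus came with larger differences, not with a smaller replicate spread. Which setting measures insulation was not tested.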
